# MicroRNA-146a is induced by inflammatory stimuli in airway epithelial cells and augments the anti-inflammatory effects of glucocorticoids

**DOI:** 10.1371/journal.pone.0205434

**Published:** 2018-10-09

**Authors:** Kristin A. Lambert, Alanna N. Roff, Ronaldo P. Panganiban, Scott Douglas, Faoud T. Ishmael

## Abstract

**Background:**

MicroRNAs (miRNAs) are emerging as central regulators of inflammation, but their role in asthma and airway epithelial cells is not well studied. Glucocorticoids are the cornerstone of therapy in asthma and other inflammatory disease, yet their mechanisms of action are not completely elucidated, and it is not clear whether miRNAs modulate their effects.

**Objective:**

We aimed to identify miRNAs that regulate cytokine and chemokine expression in airway epithelial cells and whether these miRNAs are subject to the effects of glucocorticoids.

**Methods and results:**

MicroRNAomic analyses of immortalized, normal human bronchial epithelial cells identified 7 miRNAs that were altered by inflammatory cytokine treatment and 22 that were regulated by glucocorticoids (n = 3 for each treatment condition). MiR-146a emerged as a central candidate, whose expression was induced by TNF-α and repressed by glucocorticoids. Its role as a candidate in asthmatic inflammation was supported by expression profiling in human asthmatics, which showed that plasma miR-146a expression was elevated in asthma and associated with measures related to worse asthma outcomes, including elevated blood eosinophil counts, higher asthma control questionnaire scores, and need for higher doses of inhaled glucocorticoids. However, transfection of miR-146a in A549 cells treated with TNF-α +/- glucocorticoids produced an anti-inflammatory effect and increased efficacy of glucocorticoids.

**Conclusions:**

We propose a model whereby miR-146a is induced by inflammatory conditions as a feedback mechanism to limit inflammation. Exogenous administration of miR-146a augmented the effects of glucocorticoids and could be a novel therapeutic strategy to enhance efficacy of these medications.

## Introduction

The airway epithelium is an immunologically active barrier in the lung, producing cytokines and other inflammatory and chemotactic mediators in response to antigen, pollutant and allergen exposure from the external environment [1]. The epithelium interface senses allergic or microbial insult via innate pattern recognition receptors and responds by recruiting and activating leukocytes to sustain a cycle of chronic pulmonary inflammation central to asthma pathogenesis [2]. As the key location for initiation, exacerbation, and persistence of asthmatic inflammation, the airway epithelium is also the principal target for anti-inflammatory therapies like inhaled corticosteroids (ICS) and a key site for investigating the regulation of inflammation in asthma.

Our research has aimed to understand how de-regulation of inflammatory mediators in airway epithelial cells contributes to asthma, a chronic disease of the lungs, characterized by airway inflammation, reversible airflow obstruction, excess mucus production, bronchial hyper-responsiveness and airway remodeling [3]. Glucocorticoids (GCs), a mainstay in current asthma therapy, target and treat the inflammatory component of asthma [4]. Although the majority of asthmatic patients respond well to ICS, between a quarter and a third of individuals with poorly controlled asthma do not show improvement in pulmonary function despite treatment with high-dose, inhaled, or in some cases, oral corticosteroids [5, 6]. This subset of ‘glucocorticoid-resistant’ or ‘steroid-insensitive’ patients often have the worst disease control, are at greatest risk for asthma morbidity and mortality, and contribute disproportionately to healthcare expenditure [7, 8]. A lack of alternative treatments for severe asthmatic and steroid-insensitive patients supports investigations into therapeutics that may improve the efficacy of existing ICS therapy. The identification of such therapeutics relies on an evolving understanding of molecular mechanisms that regulate inflammation and glucocorticoid effects in the airway.

Post-transcriptional regulation (PTR) is an essential control mechanism for the expression of genes involved in inflammation like cytokines and chemokines [9, 10]. We previously found that a majority of epithelial-derived cytokines that are susceptible to post-transcriptional regulation are not Th2-driven, but rather highly induced by tumor necrosis factor alpha (TNF-α), a general inflammatory stimulus and pathogenic cytokine in severe, corticosteroid-refractory asthma [9, 11–14]. Severe asthma in human subjects and in animal models has been correlated with increased levels of TNF-α in bronchoalveolar lavage and lung biopsies [15]. Importantly, *in vitro* and *in vivo* investigations have also demonstrated that airway inflammation and hyper-responsiveness in asthma are dampened by TNF-α deficiency or antagonism with anti-TNF-α monoclonal antibodies[16, 17]. An important inducer of inflammation that also contributes to glucocorticoid resistance, TNF-α’s effects may be subject to PTR by microRNAs (miRNAs) in airway epithelium.

Small functional non-coding RNAs, miRNAs, participate in post-transcriptional regulation of inflammatory genes by binding to complementary target mRNAs and inhibiting their translation. Previous work by our group and others has demonstrated that miRNAs have central roles in homeostatic immune regulation and pathogenic disease when dysregulated. We have previously shown that miRNAs are differentially expressed in asthmatics compared to healthy, non-asthmatic controls and are critical regulators of allergic inflammation [18, 19]. Recent studies have also identified that glucocorticoids can alter expression of miRNAs involved in proinflammatory responses [20]; however, little is mechanistically known about the role of miRNAs in mediating the suppressive effects of glucocorticoids in inflammation.

In this study we hypothesized that miRNAs regulate inflammatory mediators in airway epithelial cells and that glucocorticoids modulate miRNAs as part of its anti-inflammatory mechanism of action. We identified miRNAs that are altered by inflammatory stimuli and glucocorticoids in the airway epithelium. In particular, we demonstrate that miRNA-146a is an anti-inflammatory molecule, which augments the effects of glucocorticoids. These findings are discussed herein.

## Materials and methods

### Patient selection

This study was approved by the Penn State College of Medicine Institutional Review Board. In accordance with approved protocols, written informed consent was obtained from all patients. Study participants were included based on established clinical history of asthmatic symptoms and objective measures of pulmonary function at the time of study enrollment (Table 1). Asthmatic subjects were identified based on forced expiratory volume in one second (FEV_1_) reversal ≥12% and ≥200 ml post-bronchodilator, or airway hyper-responsiveness induced by methacholine (provocating concentration producing a 20% fall in FEV_1_ of less than 8 mg/mL). All asthmatic patients completed the seven question asthma control questionnaire (ACQ-7) to assess asthma control [21]. Blood was collected from subjects by venipuncture and total RNA was extracted from serum, processed, and analyzed for qPCR analysis as previously described [19].

**Table 1:** Human subject characteristics.

Characteristics	Healthy Subjects (n = 19), no. (%) or mean ± SEM	Asthmatic Subjects (n = 35), no. (%) or mean ± SEM	P value
Age (y)	41.5 ± 3.25	43.9 ± 2.47	0.563 *
**Sex**			
Male/female, no./no. (%/%)	8/11 (42/58)	14/21 (40/60)	0.957 †
**Ethnicity**			
White/nonwhite, no./no. (%/%)	16/3 (85/15)	34/1 (97/3)	0.129 †
BMI (kg/m^2^)	27.7 ± 1.64	29.2 ± 1.09	0.701 *
Smoker, no. (%)	5 (26)	5 (14)	0.268 †
**Spirometry**			
FVC (L)	3.94 ± 0.34	3.70 ± 0.19	.126 *
FVC (% predicted)	93.3 ± 4.55	89.9 ± 2.84	0.081 *
FEV_1_ (L)	3.05 ± 0.29	2.68 ± 0.18	0.036 *
FEV_1_ (% predicted)	87.3 ± 4.94	78.4 ± 3.85	0.008 *
FEV_1_/FVC ratio	0.76 ± 0.02	0.70 ± 0.02	0.041 *

* Normally distributed continuous variables were analyzed by using one-way ANOVA.

† Freeman-Halton extension of the Fisher exact test was used to analyze categorical binary data.

### Tissue culture

A549 human lung carcinoma cells (ATCC) were cultured in Eagle’s F12K media (ATCC) supplemented with 10% FBS, 100 U/mL penicillin, and 100 μg/ml streptomycin (Invitrogen). NuLi-1 immortalized, normal human bronchial epithelial cells (ATCC) were grown in serum-free BEGM (Lonza) without gentamycin-amphotericin B and supplemented with 50 μg/ml G418 (Invitrogen). All cells were maintained in a 37°C incubator with 5% CO_2_.

### Transient transfections

For overexpression of miR-146a, A549 cells were grown to 70–90% confluence in tissue-culture-treated, 6-well plates and transfected with 10 nM AllStars Negative Control siRNA (Qiagen) or miR-146a-5p mimic (Qiagen) using RNAiMAX (Invitrogen) as described by the manufacturer. Media was replaced 6 hours post-transfection with fresh medium using charcoal-stripped FBS and then treated with vehicle, 50 ng/ml TNFα (PeproTech), and/or 10 μM Dexamethasone (Sigma-Aldrich) as indicated. Cells and media were harvested for isolation of both RNA and protein 18 hours later (24 hour post-transfection).

### RNA isolation, cDNA synthesis, and quantitative real-time PCR

Total RNA was isolated by TRIzol reagent (Invitrogen) and the Driect-zol RNA Miniprep Kit (Zymo Research) as described by the manufacturers and quantified by UV absorbance at 260 nm. cDNA synthesis for mRNA was done using 2μg RNA and the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) according to the manufacturer’s instructions, and for miRNA using 1 μg RNA and the qScript microRNA Reverse Transcription Kit (Quanta Biosciences). Quantitative Real-Time PCR was performed using template cDNA, 2x iTAq Universal SYBR Green SuperMix (BioRad), and the gene-specific primers. All reactions were run in 96-well plates on the MyiQ2 Two Color Real-Time Detection System (BioRad) using the following program: 2 min hot start at 95° C, 40 cycles of 15 s at 95° C and 30 or 60 s at 60° (for miRNA and mRNA, respectively), and 2 min at 10° C. Data were analyzed by the ΔΔCt method with normalization to the endogenous control GAPDH (mRNA) or snoRD44 (miRNA).

### MicroRNA microarray analysis

Microarray analysis of miRNA expression in NuLi cells treated with TNF-α, dex, TNF-α+dex, or neither (n = 3 for each condition) was performed by Ocean Ridge Biosciences. A full description of the methodology is available at the company’s website: (https://www.oceanridgebio.com/protocols_and_methods). RNA integrity was quality controlled using gel electrophoresis and analyzed using the company’s miRBase v19 miRNA microarray, which contains probes for 2,040 human miRNAs. Statistical significance was calculated using the False Discovery Rate (FDR) method which was proposed by Benjamini and Hochberg, using a threshold of 0.2. We selected miRNAs for further study and validation by qPCR if the FDR was ≤0.2 or P≤0.05. Principal component analysis (PCA) of each condition, TNF-α, dex, and TNF-α + dex is provided in supplemental information (S1 Fig).

### ELISA, Luminex assays

Secreted CCL2 protein was quantified from A549 cell culture media using the Quantikine ELISA Human CCL2/MCP-1 Immunoassay (R&D Systems) as described by the manufacturer. Samples were diluted 1:10 in the appropriate Calibrator Diluent, absorbances measured on a GENios plate reader (Tecan) and 4-PL standard curves generated using Assay Blaster! Data Analysis Software (Enzo Life Sciences). Secreted CCL5/RANTES, IL-6, GM-CSF,and IL-8 proteins were also quantified from A549 cell culture media using a custom Lumniex Performance Assay (R&D Systems) as described by the manufacturer. Undiluted, 1:10 and 1:20 dilutions of sample were run on a BioPlex 200 instrument (Bio-Rad) and 5-PL standard curves were generated using the included software. Samples that were outside the lower limit for detection were considered for statistical purposes to have the minimum detectable dose (MDD) as defined by the manufacturer for each individual protein.

### Statistical analysis

Differences in miRNA expression between asthmatic and non-asthmatic subjects was determined by Mann-Whitney U test, with a significance set at p<0.05. Association between eosinophil count and miRNA expression, asthma control questionnaire (ACQ) score and miRNA expression, and ICS dose and miRNA expression were determined by Pearson correlation testing, with a significance set at p<0.05. Hypothesis testing was performed by one-way ANOVA with Bonferroni-Holm post-hoc tests using Prism (GraphPad Software, Version 4.0).

## Results

### Identification of miRNAs regulated by inflammatory stimuli or glucocorticoids

We first sought to identify airway epithelial cell miRNAs that were altered by TNF- α and whether these effects were antagonized by glucocorticoids (GCs). 

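RNA from 12 samples of NuLi-1 cells was analyzed on miRNA microarrays, 1 array per sample. NuLi-1 is a bronchial epithelial line from a normal human airway, immortalized with telomerase and papillomavirus genes. There were 3 samples in each of 4 groups: control cells, cells given dexamethasone (dex), a synthetic glucocorticoid, cells given TNF-α, an inflammatory cytokine that activates NFκB, and cells given dex + TNF-α. The sample titles carry the abbreviation PBEC, often used for primary bronchial epithelial cells, while the source labels and the paper's methods name NuLi-1, the name used here. The titles also carry codes, 3 in each group and each found in all 4 groups, whose meaning is not given. They follow the replicate numbers except in TNF-α replicates 1 and 2. Neither the paper nor the labels say that the samples of a group came from separate cultures, so p-values measure only the spread between these 12 samples, which may be technical.

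Each array carried 10336 spots with 3 spots per probe and was scanned in 1 color. The arrays lay on 4 slides. Slide 1 held a control, a dex and a dex + TNF-α array, slide 2 held 1 array of each group, and slide 3 held a dex and a dex + TNF-α array. Slide 4 held 1 control and 2 TNF-α arrays, so every array of slide 3 and no array of slide 4 came from cells given dex. The scan of slide 4 carries a later date in its deposited name than those of slides 1 to 3. On its arrays 5122 to 5504 of the 10336 spots were marked as not found by the software, against 2320 to 3706 on the other arrays. Control replicate 2 and dex + TNF-α replicate 1 were read from second scans. The median background-subtracted signal of the 660 miRNAs that could be named was 288 to 664 intensity units per array, which is 6.86 to 22.1 times the 95th percentile of the array's 21 empty spots. The number of arrays limits the precision of every comparison.

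The authors' scanning software, GenePix Pro 4.1.1.4, gave a foreground and a local background intensity for each spot without normalization. The authors also made a table of normalized intensities for 660 miRNAs, with medians of 415 to 459 per array. On the log2 scale each of its values equals the mean over a probe's spots of the log2 background-subtracted intensity plus 1 constant per array, to within 7.18e-10. How these constants were chosen is not given in the sources used here. From the scanner intensities, the background was corrected by normexp with an offset of 50, arrays were quantile-normalized, and the log2 values of a probe's spots were averaged. Spots that the software marked as bad were left out, and those marked as not found were kept. Groups were compared with limma over all 12 arrays, and a miRNA was called at an adjusted p of 0.2 or less, the FDR threshold of the paper's methods. The background correction, the normalization, the slides and the test could each change the numbers.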

Immortalized normal human bronchial epithelial cells (NuLi-1) were treated with/without TNF-α (50 ng/ml) and/or dexamethasone (dex, 1 μM) for 24 hours, followed by isolation of RNA and analysis using miRNA microarray. 

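Untreated NuLi-1 cells gave signal for the epithelial miR-200 family, which represses ZEB1 and ZEB2, with 8 of its 9 listed arms among the 660 named miRNAs. miR-200c-3p was at a log2 intensity of 14.15 ± 0.71 (SD, n = 3 control arrays) and miR-141-3p at 14.10 ± 0.15 (SD, n = 3). miR-205-3p, from a precursor typical of airway basal cells, was at 9.35 ± 0.79 (SD, n = 3), and miR-203a, of differentiating squamous epithelium, at 8.59 ± 1.28 (SD, n = 3). miR-223-3p, a myeloid miRNA, was at 8.05 ± 0.28 (SD, n = 3). miR-126-3p, an endothelial miRNA, was at 8.33 ± 1.11 (SD, n = 3) and miR-214-3p, of mesenchymal cells, at 7.92 ± 0.11 (SD, n = 3).

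A probe was taken as detected where its mean background-subtracted signal was above the 95th percentile of the array's empty spots. Of the 660 named miRNAs, 660 were detected on at least 2 of the 3 control arrays, and 659 on all 3. The named miRNAs are those of S1 File, which the paper titles as detectable miRNAs, so this count could not pass 660. It is therefore no test of the paper's number. Over the 12 arrays, 659 or 660 were detected on each. By the same rule 2326 to 2748 of the 2772 probes that could not be named were detected per array, so the rule also passes probes that S1 File does not list. Among the named miRNAs, 4 had a saturated spot on every control array, so that their control level is only a lower bound.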

There were 660 miRNAs that were detectable in the airway epithelial cells in the absence of treatment (S1 File). 

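miR-146a-5p, which targets IRAK1 and TRAF6 and restrains NFκB signaling, was the 1 miRNA of 660 that rose in TNF-α-treated NuLi-1 cells against control cells at an adjusted p of 0.2 or less from limma. miR-27a-5p, miR-185-5p, miR-23a-5p and miR-200a-3p were between 3.42-fold and 2.35-fold of control, with all 3 TNF-α arrays above all 3 control arrays for each. Over all 660 miRNAs, 118 (17.9%) were separated in this way in either direction, against 10% expected by chance. In dex-treated cells, miR-652-3p was 2.03-fold of control and miR-92a-1-5p, an arm from the miR-17-92 cluster, 1.75-fold. The 20 miRNAs that Table 2 lists as lowered by dex were all below control, from 0.380-fold for miR-1908 to 0.555-fold for miR-2861. When the dex effect was averaged over cells without and with TNF-α, all 20 fell, among 89 miRNAs that fell and 32 that rose.

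Among the miRNAs of Table 2, miR-27a-5p had a log2 fold change of 1.77 with TNF-α (standard error 0.48) and miR-185-5p one of 1.54 (standard error 0.42), each at an adjusted p of 0.304 from limma. miR-23a-5p and miR-200a-3p had log2 fold changes of 1.28 and 1.23 at the same adjusted p. For the TNF-α effect averaged over cells without and with dex, miR-23a-5p rose by a log2 fold change of 0.99 and miR-200a-3p by 1.15, each at an adjusted p of 0.196 from limma. These calls were lost under 21 and 23 of 37 other settings. miR-665 and miR-4776-5p were lower with TNF-α, at 0.627-fold (adjusted p = 0.260 from limma) and 0.574-fold (adjusted p = 0.304), in all 3 TNF-α arrays against all 3 control arrays. For the averaged TNF-α effect miR-665 was called at -0.56 (adjusted p = 0.0710 from limma), a call lost under 12 other settings, and miR-4776-5p was not (-0.56, adjusted p = 0.301). miR-652-3p and miR-92a-1-5p were higher in all 3 dex arrays than in all 3 control arrays (adjusted p = 0.214 for each). Such separation of dex from control in either direction held for 103 of 660 miRNAs (15.6%), against 10% expected by chance. For the averaged dex effect miR-92a-1-5p was called at 0.67 (adjusted p = 0.0846 from limma), a call lost under 6 other settings, and miR-652-3p was not (0.57, adjusted p = 0.212). miR-1908 had a log2 fold change of -1.40 with dex (standard error 0.37, adjusted p = 0.211 from limma) and fell by 1.13 for the averaged dex effect (adjusted p = 0.0648). Adjusted over the list alone, all 5 and 2 miRNAs listed for TNF-α and all 2 and 20 listed for dex passed. The study chose these lists on the same samples, so their direction is not independent evidence.

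Of 11 measured miRNAs known to be induced through NFκB or by TNF-α, 9 were higher in TNF-α-treated than in control cells, with a median log2 fold change of 0.45. All 11 carry numbers below 1000, and of the 282 measured miRNAs so numbered 214 were higher, at a median of 0.37, so a shift of this size is not particular to the list. By limma, miR-146a-5p alone of these passed over all miRNAs, and 2 passed adjusted over the list alone. miR-146b-5p, which shares its seed with miR-146a-5p, had a log2 fold change of 0.94 (adjusted p = 0.304), and miR-155-5p, which is induced in inflammation, one of 1.14 (adjusted p = 0.309). The list's adjusted p from camera was 0.0046 with the preset correlation, 0.241 with an estimated correlation, and 0.185 with the preset one when control replicate 2 was left out. Without that array 7 of the 11 were higher, and the median was 0.16, against 198 of the 282 and 0.15. All 8 measured arms of the miR-200 family were higher with TNF-α, at a median of 1.01, and 7 passed adjusted over the list alone (adjusted p = 0.175 with an estimated correlation). All 5 measured arms of the miR-23/27/24 clusters were higher, at a median of 1.28, and 5 passed adjusted over the list alone (adjusted p = 0.207 with an estimated correlation). With the slide as a block, the adjusted p with an estimated correlation was 0.167 for each of these 2 families. Without control replicate 2 the medians were 0.56 for the miR-200 family, with 5 that passed adjusted over the list alone, and 0.73 for the miR-23/27/24 clusters, with 3. The 282 miRNAs numbered below 1000 were at 0.15 without that array and at 0.37 with it. Table 2 already holds miR-146a-5p, miR-200a-3p, miR-23a-5p and miR-27a-5p of these lists. The lists were made after S1 File had been read, so passing adjusted over a list alone is not independent evidence.

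For TNF-α against control, 56 miRNAs were higher and 46 lower at an unadjusted p under 0.05. For dex against control, limma called 0 miRNAs, while 31 were higher and 76 lower at an unadjusted p under 0.05, and 1 was called by an analysis of variance and 1 by limma with trend and robust settings. The count for TNF-α was 240 without control replicate 3 and 2 without dex + TNF-α replicate 2, and that for dex was 176 without control replicate 3, 166 without dex replicate 1 and 63 without TNF-α replicate 1. For dex, limma called 72 miRNAs with the code of the titles as a block, 80 with the slide as a random block, 2 with the array position as a block and 153 without slide 4. For TNF-α these counts were 3, 4, 0 (29 at an unadjusted p under 0.05) and 159.

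Taking an averaged effect at p of 0.05 or adjusted p of 0.2 and a fold change that is 2 or more or 0.5 or less when rounded to 2 decimals, 9 miRNAs were up and 3 down with TNF-α, and 7 were up and 15 down with dex. All 5 that Table 2 lists as raised by TNF-α were among the 9, 1 of 2 among the 7 and 14 of 20 among the 15, which also hold miR-3937 at 0.502-fold, while the 3 lowered by TNF-α included none of the 2 listed. The others raised by TNF-α were miR-103a-3p, miR-200c-3p, miR-22-3p and miR-24-2-5p. Without control replicate 3 these counts were 35 and 13, and 25 and 32. The 9 became 5 without control replicate 2. The 3 became 1 without control replicate 2, 0, 10 and 9 without TNF-α replicates 1, 2 and 3. The 15 became 43 without dex replicate 1 and 3 without dex replicate 2. The 7 became 14 and 3 without control replicates 1 and 2, 17 and 4 without dex replicates 1 and 2, 1 without TNF-α replicate 2 or 3, and 2 and 3 without dex + TNF-α replicates 1 and 2.

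With the slide as a block, limma called 0 miRNAs for the averaged dex effect, with 95 at an unadjusted p under 0.05, and the median log2 change of the 89 that fell was -0.64, with a median standard error of 0.25 in place of 0.18. The 121 calls of the averaged dex effect were 60 without dex replicate 2, 58 without dex replicate 3, 20 and 30 without TNF-α replicates 2 and 3, and 52 without dex + TNF-α replicate 2. Within slides, the log2 difference between dex and control of the 20 listed as lowered ran from -1.08 (miR-1908) to -0.23 (miR-5090) on slide 1. On slide 2 it ran from -2.32 (miR-1469) to -1.39 (miR-2861). For miR-652-3p it was 0.36 on slide 1 and 2.27 on slide 2, and for miR-92a-1-5p 0.88 and 1.23. The difference between TNF-α and control of the 5 listed as raised ran from 1.90 (miR-23a-5p) to 4.53 (miR-146a-5p) on slide 2. On slide 4 it ran from 0.32 (miR-185-5p) to 2.08 (miR-146a-5p). The differences on slides 1 and 2 are between single arrays. The control array of slide 2 was control replicate 2, a second scan that stood apart from the other arrays on principal component 1. Against it, the 89 that fell had a median of -1.285 with dex and -1.13 with TNF-α. The slide 2 values therefore cannot tell either treatment from an unusual control array.

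**Figure D1:**
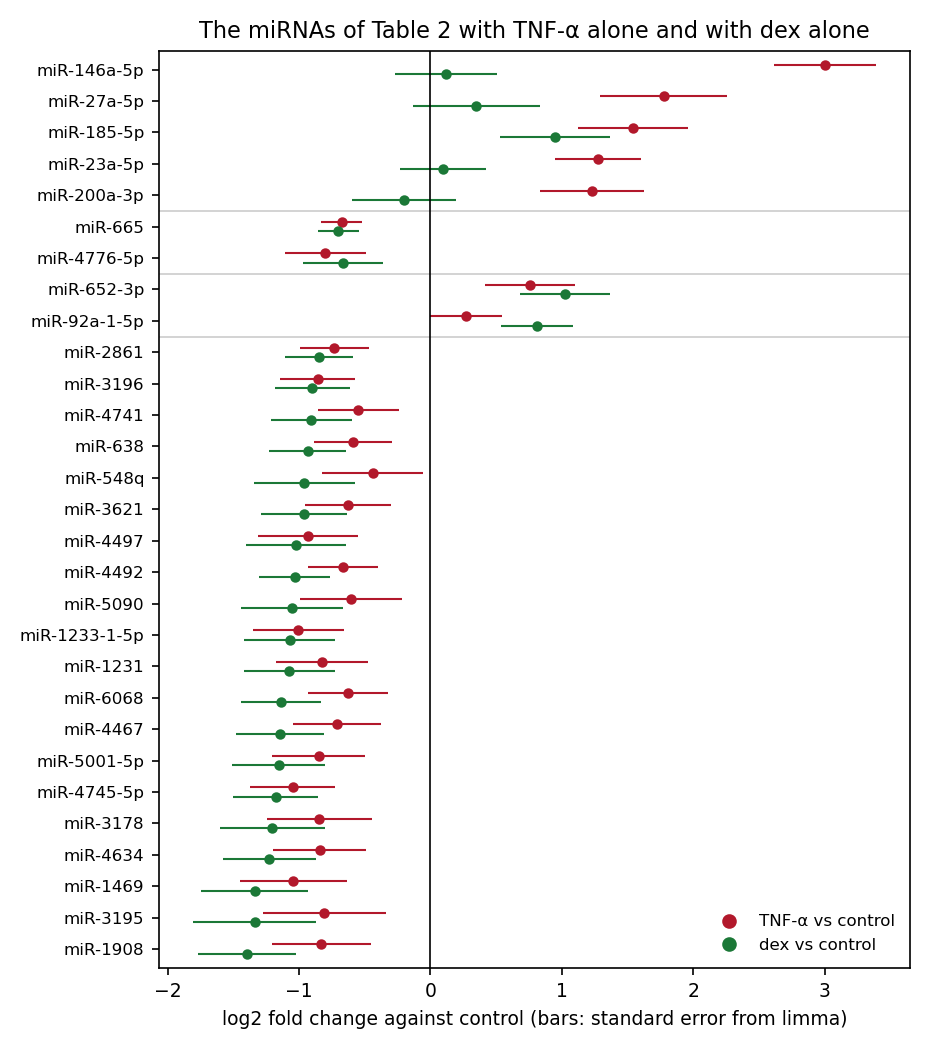
Log2 fold change against control of the 29 miRNAs listed in Table 2, in TNF-α-treated and in dex-treated cells (3 arrays per group), with the standard error from limma as bars. miR-146a-5p lies farthest to the right with TNF-α, and the 20 miRNAs listed as lowered by dex lie below 0 with dex and also with TNF-α.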

Using a criteria of FDR ≤0.2 or P≤0.05, we identified miRNAs for further study: five miRNAs were up-regulated by TNF- α and two down-regulated, and two miRNAs were up-regulated by GCs and 20 downregulated (Fig 1A, 1B, and Table 2). None of the dex up-regulated miRNAs were in common with TNF-α up-regulated miRNAs, and this held true for miRNAs down-regulated by each stimuli. 

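miR-200c-3p, an epithelial miRNA that represses ZEB1 and ZEB2, was 2.38-fold of control with TNF-α and 2.31-fold with dex. miR-1233-1-5p, miR-1469 and miR-4745-5p were 0.498-fold, 0.486-fold and 0.484-fold of control with TNF-α, and 0.476-fold, 0.396-fold and 0.442-fold with dex. These miRNAs met the paper's p or FDR criterion and the 2-fold limit for both stimuli, so 1 miRNA was shared among those higher and 3 among those lower. None was shared with the authors' table, with cyclic loess, 75th percentile scaling, no normalization or the foreground mean, or without the second scans, so the overlap depends on the processing. Among the calls of averaged effects from limma, none was shared upward and 2, miR-665 and miR-4299, were shared downward. With the slide as a fixed block no averaged dex effect was called, so none was shared. The TNF-α call of miR-4299 was lost under 25 other settings. All 20 miRNAs that Table 2 lists as lowered by dex were also lower with TNF-α than in control, at a median log2 fold change of -0.82, and 11 of them at an unadjusted p under 0.05.

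Independent lists of these sizes among 660 miRNAs would share 0.0955 upward and 0.0682 downward. Both comparisons use the same 3 control arrays. In 100 simulations of unchanged groups, with the control arrays simulated too, the lists shared 0.04 and 0.06 on average. Across miRNAs, which are not independent replicates, the fold changes with TNF-α and with dex had a correlation of 0.708 against 0.492 in the simulations, and a covariance of 0.189 against 0.0515, a difference of 0.137. The simulations also set both treated groups against the same simulated controls, but without the structure of the real arrays. They therefore give no baseline for the sharing, correlation or covariance of the real arrays. The 3 control arrays are too few to give each comparison its own set of 2. How much of the sharing and of the correlation comes from the shared controls therefore cannot be told. No miRNA of the 20 was called for TNF-α against control over all 660 by limma, 19 passed adjusted over the list alone, and camera gave an adjusted p of 0.241 with an estimated correlation. The study chose this list on these samples, which is not independent evidence. Without TNF-α replicate 1 their median with TNF-α was -0.48, and none passed adjusted over the list alone by limma. The 4 shared miRNAs became 0 without TNF-α replicate 1, 1 without control replicate 2 or dex replicate 2, and 2 without dex replicate 1, dex replicate 3 or dex + TNF-α replicate 2. They became 15 without control replicate 3 and 8 without TNF-α replicate 2 or 3. Within slides, the 89 miRNAs that fell for the averaged dex effect had a median difference between TNF-α and control of -1.13 on slide 2 and -0.16 on slide 4. The control array of slide 2 was control replicate 2.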

We next asked whether there were any miRNAs that were induced by TNF-α and repressed by GCs, as these could constitute pro-inflammatory miRNAs that could be targeted by GCs. 

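miR-146a-5p rose in NuLi-1 cells given TNF-α and fell when dex was given with TNF-α. The miRNA is transcribed through NFκB and targets adaptor proteins of Toll-like receptor signaling. Its log2 intensity was 7.60 ± 0.81 (SD, n = 3) in control cells and 10.60 ± 0.56 (SD, n = 3) with TNF-α. With dex + TNF-α it was 8.06, 8.38 and 8.19 in the 3 samples, and with dex alone 7.46, 8.12 and 7.57. All 3 TNF-α samples, at 10.11 to 11.21, lay above every sample of the other groups.

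miR-146a-5p was 8.01-fold higher with TNF-α than in control cells, a log2 fold change of 3.00 (standard error 0.39, adjusted p = 0.00501 from limma). With dex + TNF-α it was 0.191-fold of TNF-α alone, a log2 fold change of -2.39 (standard error 0.39, adjusted p = 0.0411 from limma). It was the only miRNA of 660 called between dex + TNF-α and TNF-α, and 67 had an unadjusted p under 0.05. Without single arrays this count of 1 was 8 and 5 (control replicates 2 and 3), 18 and 2 (dex replicates 1 and 2), and 0 for the 3 arrays named further on. An exact permutation test gave a p-value of 0.1 (two-sided) for either comparison, the smallest that 3 samples against 3 allow. miR-146a-5p was not called between dex and control, at a log2 fold change of 0.12 (adjusted p = 0.901 from limma), nor between dex + TNF-α and dex, at 0.49 (adjusted p = 0.990). In the latter comparison limma called 0 miRNAs, as did an analysis of variance, and 20 had an unadjusted p under 0.05. That is fewer than the share of 0.05 of the 660 miRNAs expected without any change. The TNF-α effect with dex was smaller than that without dex by a log2 difference of -2.51 (standard error 0.55, adjusted p = 0.484 from limma), which was not called. A permutation of the dex labels, within cells without and within cells with TNF-α, gave a two-sided p-value of 0.045 for this difference over 400 arrangements. It is exact only if dex has no effect in either set of cells. The 0.045 may thus come from the fall of -2.39 with dex under TNF-α, so it is no separate test of this difference. No miRNA met the criteria both for a rise with TNF-α and for a fall with dex alone, by limma with a 2-fold limit. By averaged effects miR-146a-5p was called as raised by TNF-α (1.75, adjusted p = 0.0304 from limma) and as lowered by dex (-1.14, adjusted p = 0.0648). These calls were lost under 4 and 7 other settings. The averaged fall with dex comes from cells with TNF-α, since dex alone changed it by 0.12.

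With the slide as a block, the log2 fold change was 2.97 for TNF-α against control (adjusted p = 0.110 from limma) and -2.31 for dex + TNF-α against TNF-α, where the call was lost (adjusted p = 0.561). The call of dex + TNF-α against TNF-α was also lost by limma without TNF-α replicate 1 (adjusted p = 0.232), dex + TNF-α replicate 1 (0.285) or dex + TNF-α replicate 3 (0.242). It was lost by an analysis of variance too, at an adjusted p of 0.370 in place of that from limma. With the array position as a block the log2 fold changes were still 3.00 and -2.27, but the standard errors were 0.57 and 0.46, and both calls were lost (adjusted p = 0.271 and 0.254 from limma). Within slides, TNF-α minus control was 4.53 on slide 2 and 2.08 on slide 4, and dex + TNF-α minus TNF-α, which share slide 2 only, was -2.84. The slide 2 differences are between single arrays, and its control array was control replicate 2, the lowest of the 12 arrays at 6.68. The paper proposes that miRNAs that TNF-α induces and glucocorticoids repress could be pro-inflammatory miRNAs open to glucocorticoids, and looks for them in the comparison of TNF-α with dex + TNF-α.

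**Figure D2:**
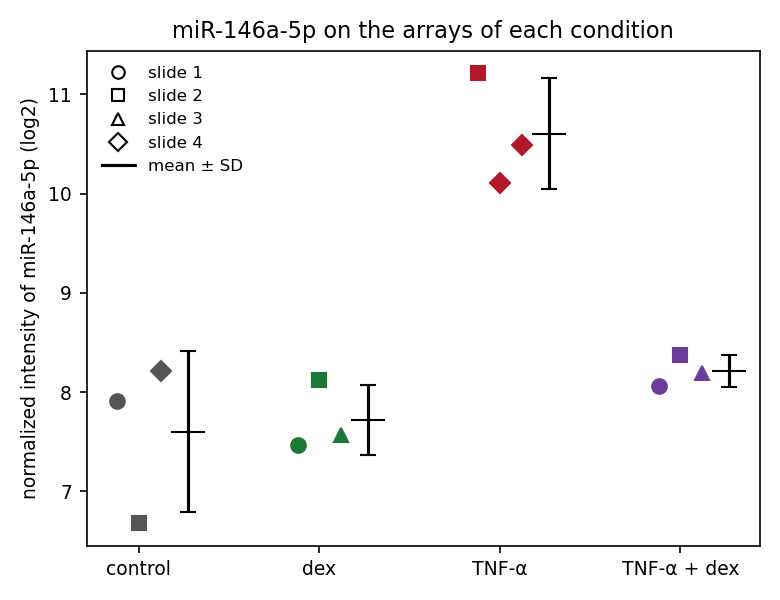
Log2 normalized intensity of miR-146a-5p on each of the 12 arrays by condition, with the slide shown by the marker and the mean ± SD of 3 arrays beside the points. The 3 TNF-α arrays lie at 10.11 to 11.21, above all 9 other arrays.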

Comparing the effects of TNF-α alone vs. TNF-α + dex, miR-146a was the only miRNA that showed statistical differences. The top candidates identified as up- or down-regulated by the stimuli in the microarray experiment were validated by quantitative real time PCR (qPCR) (Fig 2A–2E). The qPCR results were consistent for all of the miRNAs tested except for miR-3195 (Fig 2B) and miR-200a (Fig 2C). The up-regulation of miR-146a by TNF-α and its inhibition by GCs were also confirmed by qPCR in NuLi cells, an immortalized, normal human bronchial epithelial cell line that is widely used to study normal human airway epithelial cell function (Fig 2E). We observed a 4.80 ± 0.49 fold change in miR-146a following TNF-α stimulation in NuLi cells and this change was abolished by glucocorticoids. Dexamethasone antagonism of TNF-α caused a 0.68 ± 0.16 fold change in miR-146a in NuLis. Importantly, the same trends were observed in a second airway epithelial cell line, A549s, where miR-146a levels increased in response to TNF-α stimulation and were attenuated with the addition of dex. Unlike TNF-α, traditional Th2 stimuli did not cause a marked change in miR-146a expression in either NuLi or A549 cells (S2 Fig). We selected A549 cells for the complementary analysis, as these cells are easily transfectable with miRNAs, in contrast to the NuLi cells.

**Fig 1:**
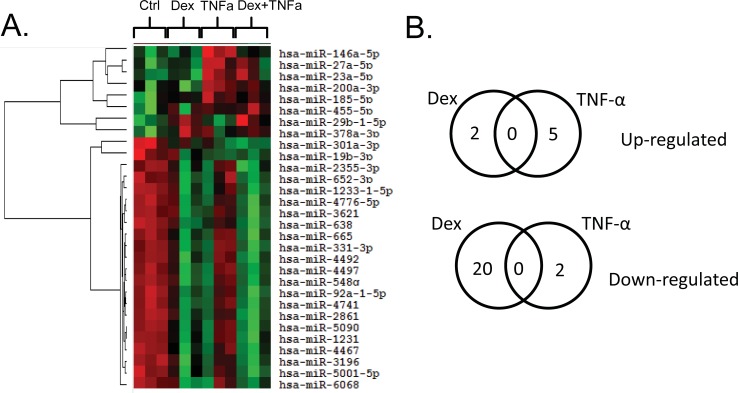
MicroRNAomic analyses of primary bronchial epithelial cells identify miRNA candidates central to inflammatory processes and altered by steroids in the airway. A) Heatmap of miRNA expression in NuLi cells treated with or without TNF-α ± dexamethasone. Each treatment condition in the heatmap is the result of an n of 3. Green is lower expression and red is higher expression in the heat map. B) Venn diagram showing miRNAs upregulated and downregulated with respective treatments.

**Fig 2:**
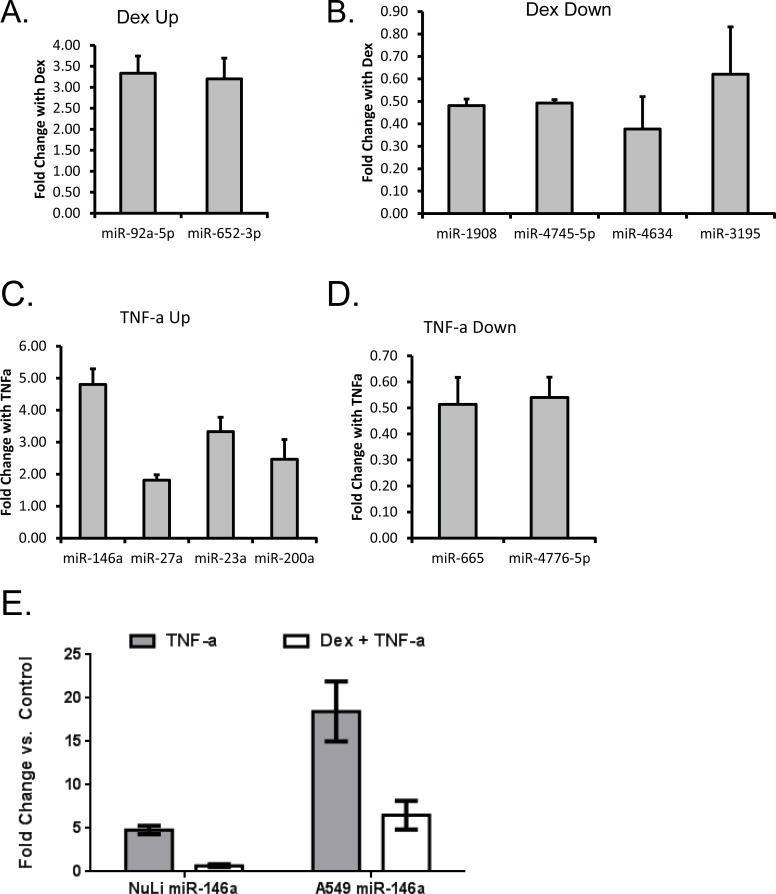
MiRNA candidates altered by TNF-α, but antagonized or augmented by dexamethasone. NuLi cells were treated with dexamethasone (A and B), TNF-α (C and D) and miRNA candidates identified by microarray were validated by qRT-PCR. E) NuLi cells and A549 airway epithelial cells were treated with TNF-α alone or TNF-α + dexamethasone and miRNA-146a was measured by qRT-PCR. miRNA levels were normalized to snord44, and expression was calculated as fold change relative to no treatment control. Results are shown as the mean ± SEM, n = 3. * p<0.05.

**Table 2:** MiRNAs altered by TNF- α or dex.

miRNA	p-value	Fold change	FDR value (aka q-Score)
**Up-regulated by TNF-α**			
hsa-miR-146a-5p	0.006	11.56	0.2264
hsa-miR-27a-5p	0.012	3.60	0.275308
hsa-miR-185-5p	0.045	3.03	0.417336
hsa-miR-200a-3p	0.007	2.64	0.2264
hsa-miR-23a-5p	0.004	2.47	0.2264
**Down-regulated by TNF-α**			
hsa-miR-665	0.003	0.48	0.2264
hsa-miR-4776-5p	0.013	0.47	0.275308
**Up-regulated by Dex**			
hsa-miR-92a-1-5p	0.001	2.11	0.068787
hsa-miR-652-3p	0.047	2.00	0.22756
**Down-regulated by Dex**			
hsa-miR-4497	0.015	0.50	0.124161
hsa-miR-3621	0.006	0.50	0.088041
hsa-miR-638	0.003	0.50	0.082722
hsa-miR-1233-1-5p	0.010	0.49	0.100737
hsa-miR-2861	0.003	0.49	0.076561
hsa-miR-548q	0.014	0.49	0.121965
hsa-miR-4741	0.008	0.48	0.089151
hsa-miR-5090	0.007	0.48	0.088041
hsa-miR-4492	0.001	0.48	0.068787
hsa-miR-1231	0.014	0.47	0.121965
hsa-miR-3196	0.004	0.47	0.082722
hsa-miR-5001-5p	0.012	0.45	0.111989
hsa-miR-6068	0.003	0.43	0.076855
hsa-miR-4467	0.006	0.43	0.088041
hsa-miR-3178	0.007	0.43	0.088041
hsa-miR-1469	0.010	0.42	0.100737
hsa-miR-4745-5p	0.010	0.42	0.100737
hsa-miR-4634	0.005	0.41	0.088041
hsa-miR-3195	0.028	0.39	0.162879
hsa-miR-1908	0.006	0.36	0.088041
Up-regulated by TNF-α, inhibited by Dex			
hsa-miR-146a-5p	0.00591 ^a^	0.16^b^	0.918264

^a^ p-value Dex+TNF-α vs TNF- α

^b^ Fold change Dex+TNF-α vs TNF- α

### Analysis of candidate miRNA function

In order to begin to understand the potential function of candidate miRNAs involved in inflammatory or glucocorticoid pathways, we performed in silico analyses. Using DIANA-miRPath v.3, we examined the KEGG pathways regulated by miRNAs altered by TNF-α or dex treatment (Table 3). Based on the number of genes regulated by miRNAs, the top KEGG pathways identified were “proteoglycans in cancer”, “toll-like receptor (TLR) signaling pathway”, “NF-kappa-B signaling pathway”, “ECM receptor interaction”, “glycosaminoglycan biosynthesis”, and “biosynthesis of unsaturated fatty acids”. Many of these pathways represent key defense mechanisms for inflammation, infection and innate immunity in the lung and are, in part, regulated by our top candidate, miR-146a.

**Table 3:** Pathway analysis.

KEGG Pathway	Genes Targeted	miRNAs that target
Biosynthesis of unsaturated fatty acids	ACOT1, ACOT2, ACOT4, SCD5	miR-665, miR-200a-3p
Toll-like receptor signaling pathway	MYD88,TIRAP,IRF5,CXCL10, TRAF6, IRAK1, TLR4, IFNAR2, MAP2K4, RIPK1, RELA, PIK3R2	miR-665, miR-146a, miR-23a-5p, miR-200a, miR-4776-5p, miR-185-5p
NF-kappa B signaling pathway	RELA, CXCL12, MYD88,TIRAP, PIDD1, TRAF6, IRAK1, RIPK1, TLR4	miR-665, miR-146a, miR-23a-5p, miR-200a, miR-4776-5p, miR-185-5p
Glycosaminoglycan biosynthesis	HS6ST2, EXT1, HS3ST2, B3GAT3	miR-665, miR-200a-3p, miR-27a-5p
Proteoglycans in cancer	SDC1,THBS1,CAV1,WNT4 TLR4,PPP1R12B,HPSE,DCN CTNNB1,IGF2,TIMP3,TGFB2 KDR,CD44,PRKACB,PIK3R2	miR-665, miR-146a, miR-23a-5p, miR-200a, miR-4776-5p, miR-185-5p
ECM-receptor interaction	GP5,SDC1,THBS1,COL24A1 COL6A6,ITGA6,CD44,COL4A1	miR-665, miR-27a-5p, miR-200a, miR-4776-5p,

### miR-146a has an anti-inflammatory effect in airway epithelial cells

After showing that miR-146a is induced by inflammatory stimuli and repressed by steroids in two independent cell systems, we sought to further investigate the immunoregulatory function of our top target, miR-146a, in the A549 epithelial line because it is easily transfected, in contrast to normal human bronchial epithelial cells. To determine the contributions of miR-146a to post-transcriptional regulation of cytokines in airway epithelial cells, A549s were transiently transfected with a miR-146a mimic or negative control small RNA, and 6 h later treated with TNF-α +/- dex for 18 h (i.e. total transfection time of 24 h). Successful transfection of miR-146a-5p mimic was confirmed in untreated and treated A549s (Fig 3A). Gene expression changes in a panel of epithelial cytokines were measured by qPCR and shown as fold change relative to negative miRNA control without any stimulation. As expected, TNF-α treatment induced robust gene expression and cytokine protein changes in the panel we studied (Fig 3B and 3C). Overexpression of miR-146a attenuated the TNF-α-induced expression of most of the cytokines, with statistically significant gene repression (determined by ANOVA with Tukey correction for multiple comparisons, significance threshold of P<0.05) of CCL2, CCL5, IL-6, GM-CSF, CXCL1, and IL-8 (Fig 3B). The level of miR-146a-induced repression was not as large as the effects of dex, a well-established anti-inflammatory glucocorticoid. However, the combination of miR-146a and dex provided better inhibition of cytokine production than dex alone, and this trend was observed for the majority of cytokines (statistically significant effects observed for CCL2, CCL5, IL-6, IL-8, comparing effects of TNF-α+dex vs. TNF-α+dex+miR-146a). To confirm that miR-146a also produced effects on cytokine protein expression, a Luminex assay was used to measure expression in a representative panel of cytokines (CCL2, CCL5, IL-6, IL-8, GM-CSF). The effects of miR-146a were consistent, though effects of miR-146a+TNF-α vs. TNF-α on GM-CSF (p = 0.081), and effects of TNF-α +dex vs. TNF- α +dex+miR-146a (p = 0.080) did not reach statistical significance (Fig 3C).

**Fig 3:**
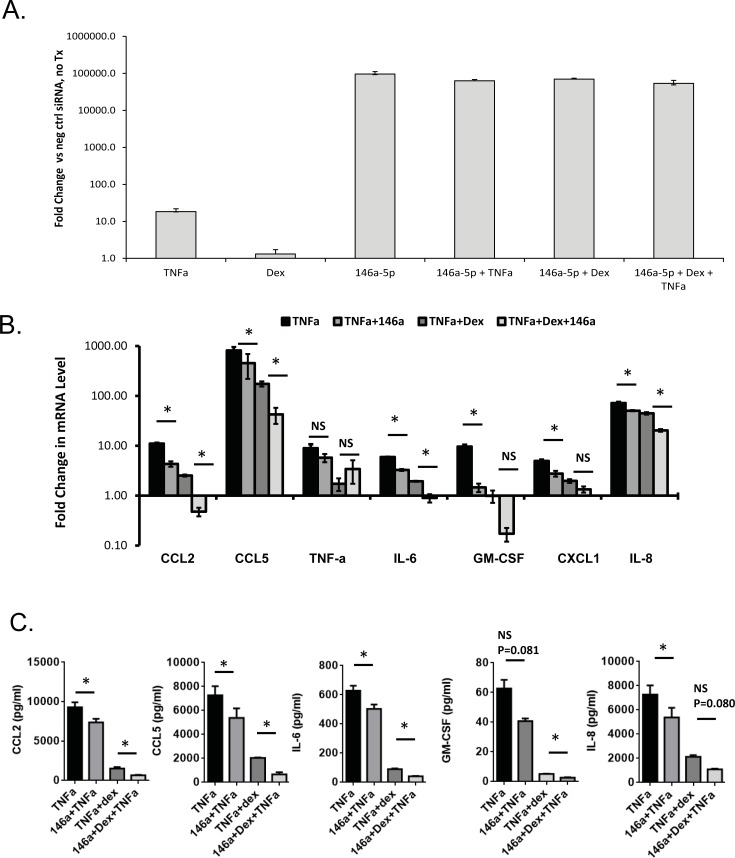
Effect of miR-146a and dexamethasone on repression of TNF-α induced cytokines in airway epithelial cells. A) A549s were transfected with miR-146a mimic or negative control small RNA, treated with vehicle or TNF-α ± dexamethasone. Confirmation of successful transfection of miR-146a is shown relative to negative control (scrambled siRNA). B). RNA was extracted and analyzed by qRT-PCR. Epithelial cytokine gene levels were normalized to GAPDH, and expression was calculated as fold change relative to the negative control miRNA transfection without TNF-α stimulation and dexamethasone treatment. Results are shown as mean ± SEM, n = 3. * p<0.05. C) Secreted proteins were measured in A549 cell culture medium by ELISA. Results are shown as the mean ± SEM, n = 3. * p<0.05.

### miR-146a enhances the efficacy of dexamethasone, but does not alter potency

To further characterize the anti-inflammatory effects of miR-146a, we performed a dose response experiment where cells were transfected with miR-146a or negative control, stimulated with TNF-α, and dex was added at increasing concentrations. Effects on CCL2 and IL-6 expression were measured as representative cytokines that we previously demonstrated to be important airway epithelial GC targets [9, 11, 12]. Consistent with the data presented in Fig 3, miR-146a transfection repressed the TNF-α-induced expression of CCL2 and IL-6 at all concentrations of dex used in this study compared to dex alone (negative control miRNA transfection + dex) (Fig 4).The IC_50_ values for dex inhibition of either cytokine did not change with miR-146a (Fig 4). For IL-6, the IC_50_ for dex was 3.54 x10^-9^ M in the absence of miR-146a and 3.94x10^-9^ M in the presence of miR-146a, and the IC_50_ values for CCL2 were 6.52x10^9^ M (- miR-146a) and 6.33x10^9^ M (+ miR-146a). However, the maximal effect of dex on repression of each cytokine was increased by miR-146a. Maximal effect of dex on repression of cytokine expression (copies/1000 cells) + miR-146a vs.–miR-146a was 4.55x10^6^ vs. 2.20x10^7^ for CCL2 and 4.11x10^5^ vs. 2.04x10^6^ for IL-6 (Fig 4).

**Fig 4:**
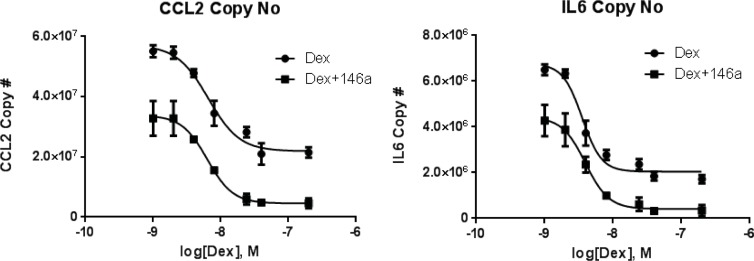
Concentration dependent effects of miR-146a on cytokine repression in airway epithelial cells. A549s were transfected with miR-146a mimic or negative control small RNA, stimulated with TNF-α, and then dexamethasone was added at increasing doses. CCL2 and IL-6 levels were measured by qRT-PCR. Results are shown as the mean ± SEM, n = 3.

### Circulating plasma miR-146a expression is elevated in human asthmatics and correlates with measures of poor disease control

The induction of miR-146a by inflammatory stimuli in airway epithelial cells *in vitro* implicated it as a potentially important miRNA, and raised the question of whether it could play roles in inflammatory airway disease. We previously demonstrated that blood miRNA expression profiles were different in asthmatic vs. non-asthmatics, and that these differentially expressed miRNAs had potential regulatory roles in inflammation. To determine whether miR-146a had any potential roles in human asthma, we analyzed its expression and relationship with clinical features in a data set of asthmatic (n = 35) and non-asthmatic (n = 19) that we previously characterized [19]. Circulating plasma concentrations of miR-146a were significantly elevated in asthmatic individuals compared to healthy controls (Fig 5A), consistent with our *in vitro* observations that miR-146a was up-regulated under inflammatory conditions in airway epithelial cells. We also found that expression of plasma miR-146a was positively associated with blood eosinophil levels in asthmatics, which can be a marker of worse asthma outcomes (Fig 5B) [22]. Accordingly, miR-146a levels were also associated with higher asthma control questionnaire (ACQ-7) scores, indicating that levels were higher in asthmatics with worse disease control (Fig 5C). Furthermore elevated blood miR-146a levels in asthmatics were also associated with need for higher doses of ICS, which may be a marker for asthma that is harder to treat (Fig 5D).

**Fig 5:**
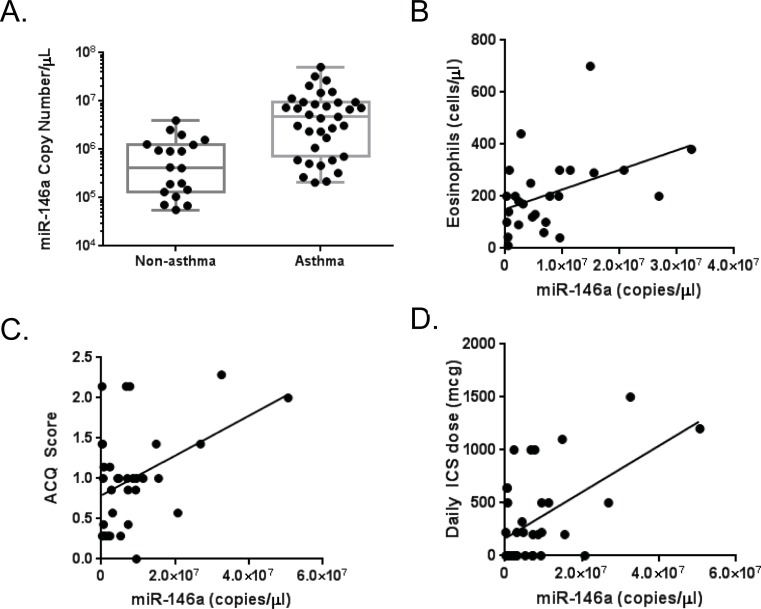
Expression of miR-146a in blood of asthmatics vs. non-asthmatics and its association with eosinophil levels, ACQ score, and ICS dose. A) Plasma concentration of miR-146a was measured in asthmatic (n = 35) and non-asthmatic healthy controls (n = 19) using qRT-PCR. Asthmatic individuals had a median of 4.73x10^6^ copies of miR-146a/μL vs. healthy individuals who had a median of 4.24x10^5^ copies/μL. Mann Whitney test determined significance at p < 0.05. B) Eosinophil counts, C) Asthma Control Questionnaire (ACQ) score, and D) daily inhaled corticosteroid (ICS) dose correlated with plasma miR-146a copy number in asthmatic subjects (n = 35). R = correlation coefficient. * p<0.05.

## Discussion

miRNAs contribute to normal cellular processes in both innate and adaptive arms of immunity, controlling development, maturation, differentiation and activation of immune cells [23–25]. Dysregulation of miRNAs is known to contribute to the pathogenesis of various inflammatory diseases, including rheumatoid arthritis [26, 27] and inflammatory bowel disease [28], though their mechanisms in asthma are not well defined. Increasing evidence implicates airway epithelium as a critical contributor to immune responses in the lungs, and, in parallel, raises the possibility that miRNAs play important roles in these cells. In this study we aimed to identify miRNAs in airway epithelial cells that are altered by inflammation and glucocorticoids, determine whether these may be deregulated in asthma, and whether they may be targets for anti-inflammatory approaches.

A known player in asthma pathogenesis, TNF-α was used as a stimulus in this study to better model non-Th2 forms of asthma that are often associated with severe outcomes and glucocorticoid insensitivity. We demonstrated in two airway epithelial cell lines that traditional Th2 stimuli have negligible effects on miRNA expression in airway cells compared to TNF-α, making our non-Th2 stimulated system better for interrogating miRNA-mediated changes in the airway epithelium. Using this model, we identified numerous miRNAs whose expression in airway epithelial cells was altered by TNF-α, GCs, or both. Pathway analyses indicated that these miRNAs may have potential roles in inflammation, and targets were mapped to TLR-signaling and the NFκB pathway. These findings suggest a role of airway epithelial cell miRNAs in innate immunity and infection, consistent with their important site at the interface between host and environment. Furthermore, our findings that miRNAs may participate in extracellular matrix-receptor interactions are consistent with our previous work indicating that miRNAs may regulate processes involved in asthmatic remodeling of airways[29]. We note that miR-146a makes specific contributions to regulating members of all of these pathways that are crucial to airway epithelial inflammatory processes and asthmatic inflammation.

miR-146a has been previously reported to be an important molecular brake or suppressor of inflammation through its capacity to target members of TLR signaling, NFκB signaling and the proteoglycan family. Initial studies by Taganov et al., conducted in TNF-α stimulated monocytes, were the first to demonstrate a functional role of miR-146a in regulating NFκB activation via toll-like receptor signaling [30]. Common to both NFκB and TLR pathways, genes IRAK1 and TRAF6 are directly targeted and downregulated by miR-146a [30–33]. We identified IRAK1 and TRAF6 as pathway genes susceptible to miR-146a regulation in airway epithelial cells. Studies in cancer biology have also identified miR-146a as a regulator of proteoglycan synthesis, which may be relevant to the control of mucoprotein deposition in asthma that contributes to airway remodeling.

Our work identified miR-146a as a potentially important candidate in regulation of airway inflammation. Previous reports have implicated miR-146a as an immunomodulatory miRNA, with the majority of studies reporting functions that inhibit inflammation [34, 35]. Consistent with these widespread observations, we demonstrated that miR-146 is induced by inflammatory stimuli and its overexpression in airway epithelial cells represses multiple proinflammatory cytokines. We assert that miR-146a is induced as a feedback regulator in order to limit the amplitude and timing of the inflammatory response in asthma. Along these lines, numerous studies have shown that miR-146a serves as a negative feedback regulator of NFκB signaling in human cells, innate immune signaling through toll-like receptors, and cytosolic receptor signaling for antiviral defense [30, 32, 36–42]. Most recently, miR-146a-5p was shown to suppress NFκB-inducible cytokine, CCL20, in airway smooth muscle cells of asthmatic and healthy individuals. This work implicates miR-146a as not only an important regulator of NFκB-dependent-inflammation but also asthma, specifically mucus secretion [43].

In accordance with our observations, it has been reported that miR-146a reduces NFκB-dependent proinflammatory cytokines in TNF-α stimulated monocytes [30]. Our results extend these findings to airway epithelial cells, indicating that miR-146a is not only expressed in these cells, but also altered by disease, drugs and inflammatory conditions. Outside of our study, only two others have provided evidence for miR-146a-mediated PTR in airway epithelial cells, Liu et al demonstrated that miR-146a inhibits NFκB signaling in airway epithelial cells in response to particulate-matter induced inflammation[44] and Huang et al noted that miR-146a is also mechanosensitive, participating in PTR in lung epithelial cells of small airways in response to mechanical force and pressure-induced inflammation[45].

Our observations that miR-146a was up-regulated in the blood of asthmatics and associated with markers of poor asthma control (e.g. ACQ score), also suggests that miR-146a is produced in response to damage in the airway and released into the circulation as a compensatory mechanism to attenuate chronic inflammation in human asthmatics. While the exact source of extracellular, plasma miR-146a has not yet been confirmed, we suspect that circulating leukocytes are the main contributor to high blood levels of miR-146a, since miR-146a expression is largely restricted to immune cells [46]. Immune cells like other cell types are capable of releasing RNA into the extracellular environment in forms that include, naked or unbound RNA, RNA-protein complexes and RNA enclosed in nanosized, lipid membrane extracellular vesicles. Increased secretion of miR-146a by leukocytes may be a basis for elevated plasma miR-146a.

However, it is important to point out that blood levels may not necessarily correlate with levels of the miRNA in the airway, and this will need further study. The elevation in the blood in asthmatics (and particularly those with worse symptom control) could purely be a marker for severity of inflammation. We will also need more in depth studies to determine whether the anti-inflammatory effects of miR-146a are preserved in asthma. It is possible that although the miRNA is able to be up-regulated, that other factors affect the function of the miRNA. We also cannot exclude the possibility that miR-146a could have pro-inflammatory effects in cells other than airway epithelium, such that elevation in the blood of asthmatics is the product of the effects of a different cell type.

Glucocorticoids have well-established suppressive effects on inflammation; however, their mechanisms of action have not been completely elucidated, particularly in airway epithelial cells. Moreover, resistance to glucocorticoids is emerging as an important barrier to effective treatment in severe asthma. Our findings raise the possibility that the mechanisms of GCs are intertwined with miRNA expression and function. It was interesting to note that GCs repressed miR-146a expression in primary human airway epithelial cells. This effect may result from the intersection of miR-146a as a feedback inhibitor of NFκB signaling and GCs as potent inhibitors of NFκB [47]. By inhibiting NFκB function, GCs may also remove natural feedback inhibitors of this pathway, like miR-146a. This line of reasoning would suggest that exogenous addition of miR-146a to GC-treated cells could enhance their effects. Indeed, we found that overexpression of miR-146a, when combined with dexamethasone, had greater anti-inflammatory effects than either by itself. This effect was due to an increase in efficacy of GCs, not potency. The exact mechanisms of action of miR-146a remain to be determined, but we hypothesize that the miRNA and GCs target distinct, though possibly related pathways. For instance, miR-146 has been shown to repress targets of NFκB signaling like IRAK1 and TRAF6 [30, 33, 41, 48, 49], while GCs are known act by trans-repression of the transcription factor [47].

The implication of these findings is that miR-146a replacement therapy could be approached as a novel strategy for boosting the anti-inflammatory effects of GCs in steroid-insensitive asthmatics. In the field of cancer biology, combination therapy is the gold standard of treatment and ongoing studies have pioneered miRNA replacement therapy in conjunction with chemotherapeutic agents [50]. Intranasal delivery of anti-inflammatory miRNAs has been shown to reduce airway inflammation in mouse models [51–53], indicating that these molecules have potential therapeutic benefit and could be introduced as an aerosol.

## Conclusions

Our findings suggest that airway epithelial cell miR-146a is an anti-inflammatory feedback inhibitor that enhances the effects of GCs, and that blood levels may be a marker of asthma. Further investigation into its mechanisms of action may lead to better biomarkers that predict glucocorticoid responsiveness and may be tapped therapeutically to overcome glucocorticoid resistance in severe asthmatic patients.

## Supporting information

S1 Fig Principal component analysis of treatment conditions or groups in microarray.

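Principal components of the 12 arrays were computed from the 660 named miRNAs, centred and not scaled. The principal component 1 held 41.3% of the variance, and control replicate 2 stood apart from the other arrays on it, at -20.12. Of the variance along this component, 50.9% lay between the 4 groups, 3.96% between slides and 64.5% between array positions. The principal component 2 held 21.6% of the variance, of which 41.2% lay between groups and 75.8% between slides. The 3 arrays of slide 4, from 1 control and 2 TNF-α samples, lay at 6.84, 6.59 and 8.94 on it, above the other 9. miR-146a-5p and the other miRNAs of Table 2 were compared on these same arrays, without and with the slide as a block. No test was made of the components, and 3 arrays per group limit what they show.

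**Figure D3:**
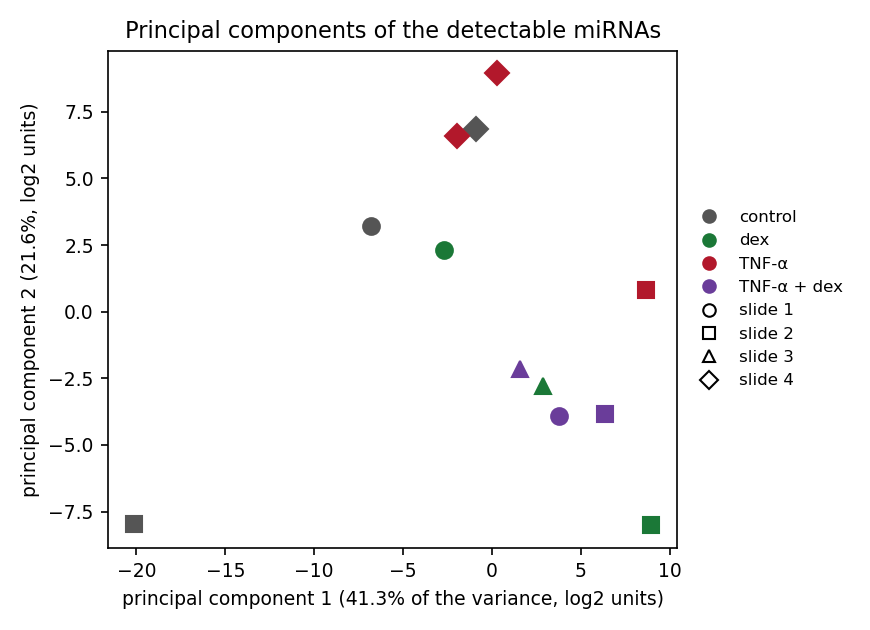
Principal components 1 and 2 of the 12 arrays, colored by condition and marked by slide, with the share of variance on each axis. Control replicate 2 lies alone at the left, and the 3 arrays of slide 4 lie at the top.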

S2 Fig Th2 vs. TNF-α induced miR-146a expression in airway epithelial cell lines.

S3 Fig Baseline expression of cytokines for miR-146a or negative miRNA control transfection.

S1 File Detectable miRNAs in microarray of TNF-α ± dex treated airway epithelial cells.

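The file lists, for 660 miRNAs, the log2 normalized intensity on each of the 12 arrays, the group means, the fold changes between groups, and p-values with FDR values, under headings for a 1-way analysis of variance and for a 2-way one with dex and TNF-α. miR-146a-5p heads the list. Its log2 intensities match the authors' table of processed values to within 5.0e-05, while any other miRNA's differed by at least 0.179, which is how the probes were named. Computed here from the authors' table, an additive model of dex and TNF-α gave p-values that differ from the listed ones for dex and for TNF-α by a median of 0.00275 and 0.00260 on the log10 scale. The interaction term of the model with dex, TNF-α and their interaction differed by 0.00253 from the listed p-values for interactions. For the p-values headed as 1-way, an analysis of variance between the 4 groups differed by 0.157.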

How the deposited data were processed for this re-analysis (not part of the article)

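miRNA microarrays of 12 samples of NuLi-1 cells, 3 in each of 4 groups (control, dex, TNF-α and dex + TNF-α, at 1 µM dex and 50 ng/ml TNF-α for 24 h), were analyzed. The legend of Fig 1 and the discussion also write of primary cells, while the paper's methods and the source labels name NuLi-1. Conditions and replicate numbers were taken from the sample labels. Whether the samples of a group came from separate cultures is not stated in the paper or the labels. Real-time PCR, plasma and other cell data of the paper were not analysed here.

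The authors scanned the arrays in 1 color with GenePix Pro 4.1.1.4, and the deposited scanner files hold foreground and local background intensities of each spot, which the authors did not normalize. The authors' table of processed values holds normalized intensities on a linear scale. They were made by subtracting the background and averaging log2 intensities over the spots not marked bad, with those marked as not found kept. Then 1 constant per array, from -0.55 to 0.68, was added on the log2 scale. That relation was found by computing it from the scanner files, and the target of the constants is not known. The table carries no names, so its values were matched to S1 File, which names 660 miRNAs; the other 2772 probes were tested without names. The scanner files also hold 2 arrays that belong to no sample and are not marked bad, which were not used.

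From the scanner intensities, the background was corrected by normexp with an offset of 50. Spots with the software's bad flag were left out, and those marked as not found were kept. Arrays were quantile-normalized over all spots other than controls. The log2 values of the spots of a probe were averaged. A probe was detected on an array where its background-subtracted signal was above the 95th percentile of the 21 empty spots, and miRNAs detected on at least 3 of 12 arrays were tested, which all 660 were. That percentile was 22 to 49 intensity units per array, and the median named miRNA was far above it on each array, so the spread between arrays and not the background sets the precision for most named miRNAs. A spot at the scanner's upper limit gives a lower bound.

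Group means over the 12 arrays were fitted with limma 3.58.1 in R 4.3.3. The 7 contrasts were TNF-α against control, dex against control, dex + TNF-α against TNF-α, dex + TNF-α against dex, the dex effect averaged over cells without and with TNF-α (dex main effect), the TNF-α effect averaged over cells without and with dex (TNF main effect), and their interaction. P-values were adjusted by the Benjamini-Hochberg method and miRNAs called at 0.2 or less, with 0.05 as an alternative. Without any change, a share of 0.05 of the 660 miRNAs is expected at an unadjusted p under 0.05, so such counts are not calls. The paper's criteria were read as p of 0.05 or less or adjusted p of 0.2 or less for an averaged effect, with a fold change, rounded to 2 decimals, of 2 or more or 0.5 or less. That fold limit is not stated in the paper and was inferred from Table 2 and S1 File. miR-146a-5p was also tested by exact permutation of arrays, with 20 arrangements for a comparison of 2 groups. For the interaction the dex labels were permuted within cells without and with TNF-α, in 400 arrangements. In 20 simulations with 60 of 660 miRNAs changed, tested on simulated data, a log2 change of 1 between 2 groups was recovered for 80.5% of the miRNAs with 17.6% false calls, a change of 2 for 98.6% with 17.2%, and a change of 3 for 99.8% with 18.1%. For an averaged effect of 1, 92.7% were recovered with 15.8% false calls. The simulated noise was independent between miRNAs and held no differences between slides, positions or single arrays. These rates check the computation and are not the power on the real arrays.

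Named miRNAs are those in Table 2, Fig 1A, Fig 2 or the paper's text, and for each contrast other than the interaction the 10 with the largest change among those called whose groups do not overlap. Members of lists are named as examples with the smallest p. S1 File was read before this rule was written. The 24 lists are miRNAs inducible through NFκB, the miR-23/27/24, miR-200, let-7, miR-17-92, miR-29, miR-30, miR-34 and miR-449 families, basal and squamous epithelium, miRNAs that target the glucocorticoid receptor, 7 lists of other cell types, the 4 lists of Table 2, the other miRNAs of Fig 1A, and miRNAs numbered 1000 or above and below 1000. The 13 lists with at least 3 tested members, apart from the heat map, were tested with camera at a preset correlation of 0.01 and at an estimated correlation, 91 tests per setting, and 2 lists had no tested member.

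The contrasts, thresholds, processing, lists and most alternatives were chosen before the scanner intensities and the authors' processed values were examined. S1 File, which holds values of the same arrays, had been read before. The averaged effects follow its p-values, and the fold limit was inferred from it and Table 2. The alternatives were no background correction, an offset of 16, the mean of spot pixels, cyclic loess, scaling to the 75th percentile, no normalization, other detection filters, bad spots included, the median of spots, the authors' table, an analysis of variance, limma with trend and robust settings, and a fit of 6 arrays. They also included the replicate number, the code of the titles, whose meaning is not stated, the slide or the array position as a block, leaving out the second scans, and leaving out each array in turn. An additive analysis of variance, leaving out slide 4, and some settings for the lists were chosen after the data were seen.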

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

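The tests of slide differences, array position and quantile normalization were chosen only after the result was seen; the tests on other splits of the samples were planned.

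The rise of miR-146a-5p with TNF-α was smaller in cells given dex than in cells without it. The difference of the log2 fold changes was -2.51 (standard error 0.55, adjusted p = 0.484 from limma, with 0.166 to 0.997 over the alternatives). A permutation of the dex labels within cells without and with TNF-α gave a two-sided p-value of 0.045, where 0.005 is the smallest possible. It assumes that dex has no effect in either set of cells, so it does not test the interaction alone. For the interaction of dex and TNF, limma called 0 miRNAs with 13 at an unadjusted p under 0.05, and an analysis of variance called 0 as well, while limma with trend and robust settings called 1. The 13 are fewer than the share of 0.05 of the 660 miRNAs expected without any change. Every split gives at least the real 0 calls (100 of 100), so the splits say nothing on chance for this count. The highest other split gave 138. A split that exchanges the dex and control labels whole, in cells without TNF-α only, turns the interaction into the averaged dex effect. Splits that keep these groups whole thus carry the real dex contrast, so the 138 does not by itself show a structure of the samples.

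The paper's text, figures and tables do not name 98 of the 121 miRNAs called for the dex main effect, although S1 File lists them, 67 of those that fell and 31 of those that rose. Among them, miR-663a fell by 0.97 on the log2 scale (adjusted p = 0.0573 from limma) and miR-4530 fell by 0.89, while miR-4502 rose by 0.98 (adjusted p = 0.0648). At an adjusted p of 0.05 or less limma called 0 miRNAs for this effect, with 138 at an unadjusted p under 0.05. The 121 calls were 60 and 58 without dex replicates 2 and 3, 20 and 30 without TNF-α replicates 2 and 3, and 52 without dex + TNF-α replicate 2. Of those that fell, 89.9% were numbered 1000 or above against 57.3% of the tested miRNAs.

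Of 100 splits of the samples, the real one among them, 4 gave at least the real 121 calls. That share, under 0.05, makes chance unlikely among splits which ignore the slides, but does not exclude it. Splits other than the real one gave 131, 138 and 190 calls, so counts of this size also arise from other groupings of these arrays. The split with 138 kept the dex arrays together and the control arrays together, so it holds the real dex contrast in cells without TNF-α. Those with 131 and 190 mixed dex and control arrays. The highest other split gave 190, with control replicates 1 and 2 and dex replicate 1 beside TNF-α replicates 2 and 3 and dex + TNF-α replicate 3, which points to a structure of the samples. For the dex main effect limma called 0 miRNAs with the slide as a fixed block (95 at an unadjusted p under 0.05) and 0 without slide 4 (48).

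Slide 3 held only arrays of cells given dex and slide 4 none, so slide differences may produce part of the lowered group. Of 89 miRNAs chosen on slides 3 and 4 alone, 61 were among those called. Their median log2 difference between arrays with and without dex was -0.47 on slide 1 and -0.75 on slide 2, against 0.12 and 0.03 for the others. This argues against slides as the whole explanation. It rests on 1 control array on slide 1, and on control replicate 2 and 1 TNF-α array on slide 2. On slide 2 the miRNAs called as lowered had a median difference from control of -1.285 with dex and -1.13 with TNF-α. That between dex + TNF-α and TNF-α was -0.38, so this test cannot tell dex from an unusual control array. Without normalization between arrays limma called 0 miRNAs (90 at an unadjusted p under 0.05), since the median standard error of the lowered miRNAs was 0.29 in place of 0.18, while their median dex main effect was -0.74 in place of -0.60, and with 75th percentile scaling it was -0.72 with 110 of the 121 calls shared, which argues against quantile normalization as the source of the change. With the array position as a block their median dex main effect was -0.87 (median standard error 0.33), all 89 miRNAs called as lowered were below 0, and 38 miRNAs were called, 29 of them shared with the 121. Array position and a response to dex still cannot be told apart, since each position held 1 condition on slides 1 to 3, so that this fit rests on the arrays of slide 4, where the TNF-α arrays differed by -0.16 from a single control array.

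For the TNF main effect, 2 of 6 called miRNAs are not named by the paper's text, figures or tables, miR-455-3p, which rose by 0.87 (adjusted p = 0.0304 from limma), and miR-4299, which fell by 0.68 (adjusted p = 0.196). The call of miR-4299 was lost under 25 other settings and that of miR-455-3p under 3. Of 100 splits, 1, the real one itself, gave as many as 6 calls. The highest other gave 5, a margin of 1 call only, so chance is unlikely among these splits but not excluded. The count of 6 was 2 without control replicate 1, TNF-α replicate 2 or 3, or dex + TNF-α replicate 1 or 2, and 3 without control replicate 2, dex replicate 3 or TNF-α replicate 1. It was 53 without dex replicate 2, 136 without control replicate 3, and 0 by limma with the array position as a block (15 at an unadjusted p under 0.05).

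Among the 2772 probes without a name, 49 were called for the dex main effect when all 3432 probes were tested together, 18 higher and 31 lower, with a lowest adjusted p of 0.0874 from limma. What these probes measure is not known here.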

How the results depend on the processing

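The additive analysis of variance, leaving out slide 4, and some settings of the lists were tests chosen only after the result was seen; the other alternatives were planned.

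For miR-146a-5p, TNF vs control was called under 35 of 36 other settings, at log2 fold changes of 2.52 to 3.92 and adjusted p of 0.000674 to 0.271 from limma or the analysis of variance. The call was lost with the array position as a block (3.00, adjusted p = 0.271). miR-146a-5p dex+TNF vs TNF was called under 29 of 36, at -3.0 to -2.09 and adjusted p of 0.00315 to 0.561. It was lost with the slide as a fixed block (-2.31, adjusted p = 0.561), by an analysis of variance (-2.39, 0.370) and the same on the authors' table (-2.63, 0.352), with the array position as a block (-2.27, 0.254), and without TNF-α replicate 1 (-2.09, 0.232), dex + TNF-α replicate 1 (-2.32, 0.285) or dex + TNF-α replicate 3 (-2.38, 0.242). It was lowest of the fits without 1 array at -2.64, without TNF-α replicate 2. The miR-146a-5p interaction was -3.43 to -1.97 and called only with limma trend and robust settings (-2.51, adjusted p = 0.166, from a range of 0.166 to 0.997). miR-146a-5p dex vs control changed sign without normalization (-0.039) and without the second scans (-0.34), control replicate 2 (-0.34) or dex replicate 2 (-0.08). Of the fits without 1 array it was highest without control replicate 3 (0.42), and of the other settings with the array position as a block (0.61). miR-3613-3p and miR-4668-5p, dex main effect, changed sign with the slide as a block (-0.043 and -0.18).

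TNF vs control, with 1 call, had 0 with the array position as a block (29 at an unadjusted p under 0.05), 2 by an analysis of variance, with limma trend and robust settings, with the replicate block and with the slide as a fixed block. It had 3 without background correction, with the code of the titles as a block and by an analysis of variance on the authors' table, and 4 with the slide as a random block. It had 159 without slide 4, 240 without control replicate 3 and 2 without dex + TNF-α replicate 2. dex vs control, with 0 calls by limma and 107 at an unadjusted p under 0.05, had 1 by an analysis of variance and 1 with limma trend and robust settings, 2 with the array position, 72 with the code of the titles and 80 with the slide as a random block. It had 153 without slide 4, 176 without control replicate 3, 166 without dex replicate 1 and 63 without TNF-α replicate 1.

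dex+TNF vs TNF, with 1 call, had 0 by an analysis of variance on either set of values (61 and 80 at an unadjusted p under 0.05) and with the slide as a fixed block (51). It had 2 with cyclic loess, 3 with the authors' table and 75 with only the 6 arrays of the 2 groups. Without single arrays it had 8 (control replicate 2), 5 (control replicate 3), 18 (dex replicate 1), 2 (dex replicate 2) and 0 (TNF-α replicate 1, dex + TNF-α replicates 1 and 3). The interaction of dex and TNF had 1 call with limma trend and robust settings and 1 with the array position as a block, against 0 by limma otherwise (13 at an unadjusted p under 0.05).

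The dex main effect, with 121 calls, had 0 by limma at an adjusted p of 0.05 or less (138 at an unadjusted p under 0.05), without normalization (90), with the slide as a fixed block (95) and without slide 4 (48), and 38 with the array position as a block, 29 of them shared. The authors' table gave 124, with 101 shared, and 75th percentile scaling 132, with 110 shared. It had 60 without dex replicate 2, 58 without dex replicate 3, 20 and 30 without TNF-α replicates 2 and 3, 52 without dex + TNF-α replicate 2 and 175 without dex replicate 1. The TNF main effect, with 6 calls, had 0 by limma without normalization (43 at an unadjusted p under 0.05) and with the array position as a block (15). It had 1 with 75th percentile scaling, and 2 at an adjusted p of 0.05 or less and without the second scans. It had 3 with cyclic loess, with an offset of 16, with bad spots included, and by the additive analysis of variance on either set of values. It had 10 without background correction, 37 with the slide as a random block, 52 with the code of the titles and 90 without slide 4. It had 2 without control replicate 1, TNF-α replicates 2 or 3, or dex + TNF-α replicates 1 or 2, 3 without control replicate 2, dex replicate 3 or TNF-α replicate 1, 53 without dex replicate 2 and 136 without control replicate 3.

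For the paper criteria, up with TNF, the 9 miRNAs became 4 by the additive analysis of variance and without the second scans, 5 without normalization, by an analysis of variance and without control replicate 2, 48 without slide 4 and 35 without control replicate 3. For the paper criteria, down with TNF, the 3 became 0 with the foreground mean, cyclic loess, 75th percentile scaling, no normalization, without the second scans or without TNF-α replicate 1. They became 1 without control replicate 2, 13 without control replicate 3, 10 and 9 without TNF-α replicates 2 and 3, and 45 without slide 4. For the paper criteria, up with dex, the 7 became 1 without normalization, by an analysis of variance or the additive one on either set of values, and without TNF-α replicate 2 or 3. They became 2 with cyclic loess, 75th percentile scaling, without the second scans or without dex + TNF-α replicate 1, and 3 with the slide as a fixed block, without slide 4, control replicate 2 or dex + TNF-α replicate 2. They became 4 with the foreground mean, the replicate block or without dex replicate 2, 14 and 25 without control replicates 1 and 3, 17 without dex replicate 1, and 16 with the array position. For the paper criteria, down with dex, the 15 became 9 with cyclic loess, 50 with the array position, 32 without control replicate 3, 43 without dex replicate 1 and 3 without dex replicate 2.

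The overlap of dex and TNF calls, 4 miRNAs, became 0 with the foreground mean, cyclic loess, 75th percentile scaling, no normalization, the authors' table, an analysis of variance or the additive one on it, without the second scans and without TNF-α replicate 1. It became 1 without control replicate 2 or dex replicate 2, and 2 with the median of spots, an analysis of variance, the slide as a fixed block, or without dex replicates 1 or 3 or dex + TNF-α replicate 2. It became 8 without TNF-α replicate 2 or 3, 12 without slide 4 and 15 without control replicate 3.

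Of 91 tests of the miRNA lists, 46 passed at an adjusted p of 0.05 with the preset correlation and 2 with an estimated correlation. The 2 are the lists numbered 1000 or above and below 1000 with TNF-α. They divide all tested miRNAs between them, so they amount to 1 result. The 91 tests also include lists of Table 2, which the study chose on these samples. In the principal components, component 1 held 34.1% of the variance with the authors' table and 35.7% with 75th percentile scaling, against 41.3%. The number of miRNAs detected in control stayed at 659 or 660 under each rule run. Only the 660 miRNAs that the paper lists as detectable could be named, so this does not test the paper's number. Detection by background plus 2 SD was not run, since the spread of the background is listed for some arrays only. Same-number samples of different groups had correlations of -0.446 to 0.590 around their group means, with 10 of 18 over 0.1, at a mean of 0.104 against -0.0534 for other pairs. Samples with the same code in their titles had -0.235 to 0.590, also with 10 of 18 over 0.1, at a mean of 0.170 against -0.0862. Neither was taken to pair the samples, since what the numbers and codes stand for is not stated. With the replicate numbers as a block the dex main effect had 136 calls, 118 of them shared, and with the codes 140. The array signal over empty spots, 6.86 to 22.1 times at the median, leaves changes of dim miRNAs least certain.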

Differences from the paper's values

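The additive analysis of variance was chosen only after the p-values of S1 File had been compared; the other tests were planned.

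The paper reports 5 miRNAs up-regulated by TNF-α, and 9 met the criteria here, which include the 5. The others were miR-103a-3p, miR-200c-3p, miR-22-3p and miR-24-2-5p. The count was 5 without normalization between arrays and by an analysis of variance, 7 with the foreground mean and by an analysis of variance on the authors' table, 6 with the slide as a fixed block or the array position as a block, and 4 without the second scans, which are near the paper's. The other alternatives set before the scanner intensities were examined, apart from leaving out single arrays, gave 8 to 12. They gave 12 for the authors' table and for bad spots included. Without single arrays it was 5 (control replicate 2), 35 (control replicate 3) and otherwise 6 to 13. The choice of test may account for part of the difference, since the analysis of variance gave 5 (paper criteria, up with TNF).

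The paper reports 2 miRNAs up-regulated by dex, and 7 met the criteria here. Of the paper's 2, miR-652-3p was among the 7 and miR-92a-1-5p, at 1.75-fold, was below the 2-fold limit. The others were let-7d-5p, miR-18a-5p, miR-18b-5p, miR-200c-3p, miR-3613-3p and miR-7-5p. The count was 2 with cyclic loess, with 75th percentile scaling and without the second scans, and 3 with the slide as a fixed block, which are near the paper's. Other alternatives set before the scanner intensities were examined, apart from leaving out single arrays, gave 1 without normalization and by an analysis of variance on either set of values. They gave 16 with the array position as a block, and otherwise 4 to 7, with 6 for the authors' table. The choice of test may account for part of the gap (paper criteria, up with dex). Normalization also moved the count, but the authors' own normalization alone did not close the gap. Without single arrays it was 14, 3 and 25 (control replicates 1, 2 and 3), 17, 4 and 5 (dex replicates 1, 2 and 3), 10, 1 and 1 (TNF-α replicates 1, 2 and 3), and 2, 3 and 5 (dex + TNF-α replicates 1, 2 and 3).

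For those lowered, the counts here were 3 with TNF-α against the paper's 2 (13 without control replicate 3, 10 and 9 without TNF-α replicates 2 and 3, 1 without control replicate 2 and 0 without TNF-α replicate 1) and 15 with dex against the paper's 20, one of the 15 being miR-3937 at 0.502-fold, which reaches the limit only after rounding to 2 decimals. With the slide as a block or an analysis of variance on the authors' table the count lowered by dex was 20 (paper criteria, down with dex). It was 32 without control replicate 3, 43 without dex replicate 1 and 3 without dex replicate 2. Of 30 fold changes compared with the paper's, all 30 had the same direction. The largest, for miR-146a-5p with TNF-α, was 8.01 here against the paper's 11.56, and that of miR-665 was 0.627 against the paper's 0.48. With the authors' table they were 11.6 and 0.475, so the processing of the intensities may account for most of both gaps.

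The paper reports no miRNA in common between the 2 stimuli, and here 1 was shared upward and 3 downward, while none was shared with the authors' table, cyclic loess, 75th percentile scaling, no normalization or the foreground mean, or without the second scans. The 4 shared were 0 to 8 without single arrays other than control replicate 3, where they were 15 (overlap of dex and TNF calls).

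In S1 File the p-values for dex and TNF-α match an additive analysis of variance on the authors' table, and Table 2 sets these beside fold changes against control alone. The p-value that Table 2 gives for miR-146a with dex + TNF-α against TNF-α equals the interaction p-value of S1 File. The overall p-value of S1 File differs from an analysis of variance between the 4 groups, which gives 0.000592 for miR-146a-5p where the file lists 0. With the p-values and fold changes of S1 File and a 2-fold limit, 6 miRNAs are up and 2 down with TNF-α, and 1 up and 20 down with dex; without the limit 72 and 141 meet the criteria. miR-455-3p has a fold change of 2.05 there, with a p-value of 0.000296 and an FDR of 0.0976, and is not in Table 2.

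Read by eye, the heat map of Fig 1A shows miR-652-3p and miR-92a-1-5p highest in control, while here they were above control with dex, by 1.02 and 0.81 on the log2 scale. In the same map miR-301a-3p, miR-19b-3p, miR-2355-3p and miR-331-3p look highest in control, while here their log2 fold changes with TNF-α were 0.82, 0.69, 0.75 and 0.63, none of them called.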

Other observations

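The tests of slide 4 and of dexamethasone for miR-3613-3p and miR-4668-5p, that of control replicate 2 for the miR-23a cluster, the medians of lists without single arrays, and the settings of the lists other than the estimated correlation were chosen only after the result was seen.

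No member of the let-7 family, which limits growth signaling, or of the miR-17-92 and paralogous clusters, which promote it, was called for dex against control over all 660 miRNAs by limma with all arrays, while 6 and 10 were without control replicate 3, 3 and 8 without dex replicate 1, and 1 and 3 without TNF-α replicate 1. All 8 tested let-7 arms were above control with dex, at a median log2 fold change of 0.92, and 6 passed adjusted over the list alone, with an adjusted p of 0.335 with an estimated correlation. Of 17 tested arms of the miR-17-92 clusters, 16 were above control at a median of 0.81, and 13 passed adjusted over the list alone (adjusted p = 0.270 with an estimated correlation). Without control replicate 2 these medians were 0.34 and 0.35, and 0 and 1 passed adjusted over the list alone, so much of both shifts may come from that array. These lists too were made after S1 File had been read. For the dex main effect, let-7d-5p rose by 0.63 (adjusted p = 0.165 from limma) and miR-18a-5p by 0.81 (adjusted p = 0.113). miR-18a-5p and miR-18b-5p, the 2 tested miRNAs known to repress the glucocorticoid receptor, had a median of 1.38 with dex and 1.01 with TNF-α, and 0.84 and 0.46 without control replicate 2. With TNF-α, all 8 let-7 arms and 17 of 17 arms of the miR-17-92 clusters were above control, at 0.63 and 0.66, with 15 of the 17 above it under no normalization and in the authors' table. The adjusted p with an estimated correlation was 0.291 and 0.241, and without control replicate 2 the medians were 0.22 and 0.20, with 7 of 8 and 15 of 17 above control, while that of let-7 was 0.98 without control replicate 3 and 0.40 without TNF-α replicate 1. Without normalization and with the authors' table the median of all miRNAs moved to -0.16 for TNF-α against control, from -0.01.

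Other lists also moved without control replicate 2. With TNF-α, miR-29 arms, which target collagen mRNAs, had a median log2 fold change of 0.38 and miR-30 arms 0.74, with adjusted p = 0.255 and 0.291 with an estimated correlation, and without that array these were -0.10 and -0.0038. The 5 tested miRNAs of basal and squamous epithelium, 2 of which are also in the miR-200 list, were at 0.45 and without it at 0.25, miR-126-3p (endothelial) at 1.18 (adjusted p = 0.304 from limma) and 0.58, the 2 neuronal ones at 0.65 and 0.11 (0.99 without control replicate 3), and the 7 other miRNAs of Fig 1A at 0.75 and 0.47. The 4 tested arms of the miR-34 and miR-449 family, of multiciliated cells, were at -0.02, miR-223-3p (leukocyte) at 0.03, and miR-486-5p (erythroid) and miR-214-3p (fibroblast) at -0.15 each, values too near 0 to read a direction from. No striated muscle or hepatocyte miRNA was among those tested. The 378 miRNAs numbered 1000 or above had a median of -0.16 with TNF-α and the 282 below 1000 one of 0.37, each at an adjusted p of 0.0402 with an estimated correlation, and without control replicate 2 these medians were -0.039 and 0.15 with adjusted p = 0.0343 and 0.0984; without control replicate 1 the former was -0.24. Table 2's list of TNF-α up-regulated miRNAs, chosen by the study on these samples, had an adjusted p of 0.0682 with an estimated correlation.

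miR-3613-3p and miR-4668-5p were called as raised for the dex main effect, by 2.88 (adjusted p = 0.152 from limma) and 2.90 (adjusted p = 0.191), calls that were lost under 15 and 22 of 37 other settings. All 3 arrays of slide 4, which came from cells without dex, were the 3 lowest of 12 for both, at means of 10.09 and 9.03 against 15.25 and 14.04 on the arrays without dex of slides 1 and 2. A lack of dex alone would leave these arrays alike, but the smallest gap between them was 2.31, which argues against dexamethasone as the explanation. With the slide as a block the dex main effect was -0.043 and -0.18, so a difference of slide 4 may be the source. Spots at the scanner's upper limit, on 7 and 4 arrays, add a bound to these levels.

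The 5p arms of the miR-23a cluster, miR-23a-5p, miR-27a-5p and miR-24-2-5p, were above control with TNF-α together, which may reflect transcription of their common precursor. Without control replicate 2, which stood apart from the other arrays, their log2 fold changes were 1.16, 1.34 and 0.73, at a median of 1.16, which argues against that array as the whole source, although that of miR-24-2-5p fell from 1.31. Within slides, TNF-α minus control was 1.90, 2.93 and 2.64 on slide 2 and 1.09, 1.38 and 0.51 on slide 4, and the lower of the medians, 1.09, argues against slide differences. None of the 3 was called for TNF-α against control by limma, at adjusted p = 0.304 each, although without control replicate 3 they were, at 0.0909, 0.0909 and 0.0806, and with the array position as a block the changes were 1.67, 1.82 and 0.76 with standard errors of 0.62, 0.89 and 0.62. A response of the cluster stays a hypothesis found and tested on the same arrays.

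Other splits of the samples were counted for the remaining results. Comparisons of 3 against 3 arrays have 10 splits, too few for a share under 0.05: TNF-α against control had 1 call and the highest other split 7, with 2 of 10 as high; dex + TNF-α against TNF-α had 1 and 0, with 1 of 10. Dex against control had 0 and the highest other split 161, and dex + TNF-α against dex had 0 and 0; a count of 0 is met by each split, 10 of 10, and says nothing. The split with 161 calls puts dex replicate 1 with control replicates 1 and 2, which points to a structure of the samples. By the paper's criteria, 13 of 100 splits gave as many miRNAs as the real 12 for TNF-α, with 29 as the highest other, and 12 of 100 as many as the real 22 for dex, with 44 as the highest other, so chance is not excluded for these counts.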
